# Activation of cGAS-STING Signal to Inhibit the Proliferation of Bladder Cancer: The Immune Effect of Cisplatin

**DOI:** 10.3390/cells11193011

**Published:** 2022-09-27

**Authors:** Guanghou Fu, Yunfei Wu, Guanan Zhao, Xiaoyi Chen, Zhijie Xu, Junjie Sun, Junjie Tian, Zhengjun Cheng, Yue Shi, Baiye Jin

**Keywords:** bladder cancer, cisplatin, cGAS-STING, DNA damage, chromatin bound

## Abstract

Cisplatin is commonly used in neoadjuvant, adjuvant, and systemic therapy for advanced bladder cancer, but its immune-related mechanism is still unclear. Exploration of the immune effects of cisplatin in bladder cancer would complement the comprehensive mechanism of cisplatin and provide the basis for combination therapy of cisplatin and immunotherapy in bladder cancer. We confirmed the immune effects of cisplatin on T24 and TCCSUP bladder cancer cell lines in vitro and explored the important function of these immune effects in the bladder cancer microenvironment in a mice tumor model. We found cisplatin induced immune response in bladder cancer by RNA sequencing and validated that cGAS-STING signal was deeply involved in this response. Cisplatin induced cGAS-STING signal inhibited the proliferation of bladder cancer and increased the infiltration percentages of CD8+ T cells and dendritic cells in a transplantation mice tumor model. Accumulation of dsDNA and the release of chromatin bound cGAS are important to activate downstream STING. Our findings indicated a cisplatin-related immune effect in bladder cancer, and cisplatin combined with immunotherapy might have a synergistic effect for bladder cancer therapy.

## 1. Introduction

Bladder cancer is one of the most common tumors in the urinary system [1]. Based on pathology, bladder cancer is mainly divided into NMIBC (non-muscle invasive bladder cancer) or MIBC (muscle invasive bladder cancer), with the latter demonstrating a poorer prognosis. Thus, MIBC is recommended as an aggressive treatment, such as cystectomy combined with chemotherapy. More than 80% of bladder cancer chemotherapy is based on platinum drugs, and cisplatin is the most classic drug among them [2]. However, more than 60% of patients receiving chemotherapy strategies, such as neo-adjuvant chemotherapy, are cisplatin-resistant [3]. The critical mechanism of cisplatin resistance is still unclear. As a classical DNA cross linker, intracellular cisplatin can inhibit tumor cells by inducing irreversible structural distortion of DNA, which causes DNA damage and results in accumulated production of dsDNA or micronuclei in tumor cells [4,5]. More and more studies suggested that cisplatin can also indirectly affect the immune cell components in the tumor microenvironment, which is closely related to tumor recurrence, progression, and drug resistance [6,7].

The cGAS-STING pathway has been found to be involved in many disease processes, such as immune defense, tumor progression, autoimmune diseases, and neuron degeneration [8,9,10,11,12]. It has been reported that cGAS, an intracellular dsDNA (double-stranded DNA) receptor, can recognize and catalyze cytosolic dsDNA induced by cisplatin, thus activating the ownstream STING signal [4]. Meanwhile, some studies found that cGAS and STING protein are indispensable for the antitumor effect of immune checkpoint blockade [13,14,15], which provided new sights for the combination of chemotherapy with immunotherapy. After recognition of double-stranded DNA (dsDNA), cGAS catalyzes the cyclization of ATP and GTP into the second messenger cyclic GMP–AMP (2,3-cGAMP). cGAMP activates STING and results in the higher-ordered tetramerization of STING and translocation of STING from the endoplasmic reticulum to golgi compartments, where STING is palmitoylated and serves as a signaling platform for recruiting and activating TBK1 and IKK. Subsequently, TBK1 recruits and phosphorylates IRF3, which leads to translocation of IRF3 to the nucleus. IKK-mediated phosphorylation of the inhibitory IκB protein permits nuclear entry of nuclear factor κB (NF-κB). Finally, NF-κB with IRF3 in the nucleus leads to the secretion of type I interferons, such as IFN-β [4,16].

The functional activity of cGAS is the critical step in activating the STING pathway. Liu et al. found that the nuclear translocation of cGAS in THP-1 and HeLa cells can affect its functions by suppressing homologous recombination-mediated repair [17]. Studies have also shown that the binding capacity of cGAS to nucleosomes is much greater than that of cGAS to dsDNA [18,19,20,21,22], which can explain why the cGAS-STING signal is not significantly activated during mitosis when a large amount of dsDNA is exposed to the cytoplasm due to the dissolved nuclear membrane. Since cGAS is competitively bound by nucleosomes, it may lose the ability to bind dsDNA and activate STING downstream [18,19,20,21,22].

We found that cisplatin treatment induces cGAS-STING-dependent immune responses in bladder cancers. Cisplatin-related immune responses promote the secretion of cytokines such as IFN-β and IL-6 in vitro and can recruit CD8+ T cells and dendritic cell (DC) infiltration in a mouse tumor microenvironment. Cisplatin-induced DNA damage can activate intracellular cGAS by producing dsDNA fragments and micronuclei. It can also dissociate cGAS from chromatin by distorting the structure of nucleosomes, restore the ability of cGAS to bind dsDNA and then activate STING signaling. Exploration of the immune effects of cisplatin in bladder cancer can provide a better understanding of the diverse mechanisms of cisplatin and determined the basis for combining cisplatin and immunotherapy.

## 2. Materials and Methods

### 2.1. Cell Preparation and Culture

Human-derived MIBC cell lines T24 (RRID: CVCL_0554), TCCSUP (RRID: CVCL_1738), and UMUC-3 (CVCL_1783), mouse derived bladder cell lines MB49 (RRID: CVCL_7076), and 293T (RRID: CVCL_0063) cell lines were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). All human cell lines have been authenticated using short tandem repeat DNA profiling analysis with the last three years to ensure the stable and reliable of all cell lines during the experiments. T24, TCCSUP, UMUC-3 and MB49 cells were cultured in RPMI-1640 medium (Thermo Fisher Scientific, Waltham, MA, USA.), and 293T cells were cultured in DMEM medium (Thermo Fisher Scientific, Waltham, MA, USA). Mediums mentioned before were pre-supplemented with 10% fetal bovine serum (Gibco; Thermo Fisher Scientific, Waltham, MA, USA.) without any antibiotics, and all cell lines were incubated under standard conditions (37 °C and 5% CO_2_). Moreover, all experiments were performed with mycoplasma-free cells. According to our previous research and related literature [23,24], the IC50 of human bladder tumor cell lines against cisplatin was between 1.997 μg/mL and 2.585 μg/mL. Therefore, the concentration of 2 μg/mL cisplatin was selected for the further experiments.

### 2.2. Cell Counting Kit-8 (CCK-8) Assay and Colony Formation Assay

Each group of T24, TCCSUP, and MB49 cell lines were prepared in 96-well plates (1000 cells/well) under standard conditions. Then, premixed medium with a 10% concentration of CCK-8 (Dojindo Molecular Technologies, Rockville, MD, USA) reagent was added into each well followed by incubating under standard conditions for 2 h before measurement at 450 nm. For colony formation assay, different groups of pretreated cells were prepared in 6-well plates (1000 cells/well) and cultured for 7 days under standard conditions (37 °C and 5% CO_2_). On the last day, 6-well plates were firstly washed by PBS for 3 times, successively following 3 min solution A staining, 6 min solution B fixation, and 3 times of PBS washing (Wright-Giemsa Stain Kit, NJJC bioengineering institution, Nanjing, China). Finally, the differences of colony formation assay were analyzed by Image J (version 1.8.0).

### 2.3. Plasmids Construction and Transfection

Sequences of short hairpin RNA (shRNA) against CDS of msSTING were validated from Sigma-Aldrich Online. Scramble sequences were designed using Wizard v3.1 to ensure the absence of seed sequence matches. msSTING sequences and scramble sequences were synthesized (Tsingke, Hangzhou, China) and inserted into the plko.1-puro vector. Then, the vector was co-transfected with pSPAX2 and pMD2G (with a ratio of 4:3:1, respectively) into the 293T cell lines cultured in 100 mm plates (30–60% cell density) using Lipofectamine 3000 (Thermo Fisher Scientific, Waltham, MA, USA). The supernatant, which contained Lentivirus, was harvested and centrifuged (800× *g*, 5 min) 48 or 72 h post-transfection and added into MB49 cells cultured in 6-well plates (30–60% cell density) immediately. Successfully transfected shSTING cell lines were screened with an increasing concentration of puromycin (Sigma-Aldrich; Merck KGaA, Darmstadt, Germany). The siRNA used here were also transfected using Lipofectamine 3000. Finally, the transfection efficiency was validated by western blotting. The msSTING and siSTING sequences used here were showed in Table S1.

### 2.4. Mice

C57BL/6 mice were purchased from Jackson Labs. Four-week-old mice were mainly used in this experiment, and all mice were maintained in pathogen-free barrier facilities and were approved by Zhejiang University experimental animal welfare ethics review committee. Before the experiment, 24 mice were selected and randomly divided into 4 groups with 6 mice in each group: A. PBS+shSCR group; B. PBS+shSTING group; C. Cisplatin+shSCR group; D. Cisplatin+shSTING group. 2 × 10^6^ of MB49 cells with shSTING or shSCR transfection were subcutaneously injected on the flank of mice. Then, cisplatin (3 mg/kg) or the same volume of PBS were injected intratumorally in day 13 and day 16. Tumor volume was measured in day 10, 13, 16, 19, and 22 and calculated as 1/2 × length (L) × width (W) × height (H). Then, the tumors were harvested in day 23, the weight of tumors were normalized by their corresponding body weight. Fresh tumor issues were then used for flow cytometry analysis.

### 2.5. RNA-Sequence (RNA-seq) and Reverse Transcription-Quantitative Polymerase Chain Reaction (RT-qPCR)

Trizol (Thermo Fisher Scientific, Waltham, MA, USA) was used for cells total RNA extraction according to manufacturer’s protocol. Then, different groups of RNA were used for RNA-seq or qRT-PCR. The sequencing coverage and quality statistics for each sample are summarized in Supplementary Table S2. T24 cells were treated with cisplatin (2 μg/mL) or PBS for 24 h under standard condition. RNA-sequence was performed by Novogene China. Gene expression levels were quantified as Fragments Per Kilobase Million and then Log_2_ –transformed as A value. The significantly different expression genes were identified as absolute fold change of A value > 1.5 combined Padj (adjust *p*) value < 0.05 between two groups. Then, different expression genes were used for plotting heatmap and volcano map by R soltware (Version 4.0.2, https://cran.r-project.org/src/base/R-4/, accessed on 8 October 2020). GO and KEGG analysis were performed on DAVID online (https://david.ncifcrf.gov/, accessed on 9 October 2020). Pathways with Padj value < 0.05 were identified as significant different pathway. As for qRT-PCR, Takara PrimeScript™ RT and SYBR EX Taq™ kits (Takara, Tokyo, Japan) were used for qRT-PCR according to manufacturer’s instruction. The specific condition used was as follows: Initiate Step, 95.0 °C: 30 s; cycling Step, 40 cycles of 95 °C: 5 s and 60 °C: 30 s; melt curve analysis Step, 65 °C to 95 °C, increasing in 0.5 °C increments for 5 s. The specific primers used in this experiment were listed in Table S1. Control groups were conducted to confirm the absence of the agent pollution or primer dimers. GAPDH expression was chosen as the control, and the relative mRNA expressions of targeting genes were calculated using the ΔΔCq method.

### 2.6. Enzyme Linked Immunosorbent Assay (ELISA) and IFN Reporter Assay

Secreted supernatant IL-6 of T24 and TCCSUP cell lines was measured using the Human IL-6 ELISA kit (DAKEWE, Shenzhen, China) according to manufacturer’s instructions. IFN-β in cell supernatants with biological activity was compared using a reporter 293T cells stably expressing a pISRE (Genechem, Shanghai, China). Reporter cells were co-cultured with supernatant from different groups for 24 h before being measured by a fluorescent enzyme meter Varioskan™ Flash at 488 nm/520 nm (Thermo Fisher Scientific, Waltham, MA, USA). Intensities of cellular fluorescent were correcting by the total number of T24 and TCCSUP cells.

### 2.7. Subcellular Fractionation and Western Blotting Assay

Subcellular fractionation protein was extracted by Subcellular Protein Fractionation Kit for Cultured Cells (Thermo Fisher Scientific, Waltham, MA, USA) and NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, Waltham, MA, USA) according to the kit instruction. As for total protein extraction, T24, TCCSUP and MB49 cells were washed using cold PBS before being lysed using RIPA Lysis buffer with 1% cocktail protease inhibitor (Fdbio Science, Hangzhou, China). After ultrasonic spallation at 4 °C, the protein samples were centrifuged (4 °C, 15,000× *g*, 15 min) and the clear supernatant extracts were quantification using BCA kit (Thermo Fisher) and 15–25 µg/10 µL denatured protein samples were prepared and loaded in 4–12% Tris-acetate gels (Genscript, Shanghai, China) and then separated by electrophoresis. Then, the proteins were transferred onto a polyvinylidene fluoride membrane with 0.45 μm pore size. Then, the membrane was blocked with 5% bovine serum albumin (Fdbio Science, Hangzhou, China) in Tris-buffered saline containing 1% Tween-20 (TBST) for 1 h at room temperature and further incubated with primary antibodies for 12 h in a shaker at 4 °C. Subsequent to washing with TBST 5 min for three times, the membrane was incubated with secondary antibodies for 1 h at room temperature. Specific information of primary antibodies: Human-Reactive STING Pathway Antibody Sampler Kit (1:1000; cat no. #38866;CST, Danvers, MA, USA), Mouse-Reactive STING Pathway Antibody Sampler Kit (1:1000; cat no. #16029; CST, Danvers, MA, USA), γ-H2A.X (1:1000; cat no. ab81299; Abcam, Cambridge, England), Rad51(1:1000; cat no. ab133534; Abcam), GAPDH (1:5000; cat no. ab8245; Abcam), and Histone H3 (1:1000; cat no. ab1791; Abcam). The information of abovementioned secondary antibodies: Goat anti-Rabbit-HRP (1: 3000; cat no. PDR007; Fdbio Science, Hangzhou, China) and Goat anti-Mouse-HRP (1: 3000; cat no. PDM007; Fdbio Science, Hangzhou, China). The blotting results were illustrated by Dura ECL detection kit (Fdbio Science, Hangzhou, China), and specific protein bands were analyzed using Image-Pro Plus software 6.0 (Media Cybernetics, Rockville, MD, USA). GAPDH was selected as a total control protein or cytosolic control protein, histone H3 was selected as total nuclear control protein or chromatin-bound control protein.

### 2.8. Flow Cytometry Analysis

Tumor tissues were digested and incubated with biotinylated anti-CD3, anti-CD8 antibodies, followed by incubated with streptavidin-PE/Cy7 (Cat no.SA1012; Invitrogen™; Thermo Fisher Scientific, Waltham, MA, USA), anti-CD45.2-APC for 10 min at room temperature in darkroom. To analyze DCs, tissue cells were incubated with anti-MHCⅡ-APC and anti-CD11c-PE for 10 min at room temperature in a darkroom. To analyze macrophage cells, tumor cells was collected and stained with anti-CD11b-APC and anti-F4/80-PE for 10 min at room temperature in a darkroom. Specific antibodies used in flow cytometry analysis were: anti-CD3 (1:200; cat no. 13-0032-82; eBioscience™; Thermo Fisher Scientific, Waltham, MA, USA), anti-CD8 (1:200; cat no. 13-0081-82; eBioscience™; Thermo Fisher Scientific, Waltham, MA, USA), anti-CD45.2-APC (1:200; cat no. 17-0454-82; eBioscience™; Thermo Fisher Scientific, Waltham, MA, USA), anti-MHCⅡ-APC (1:200; cat no. 17-5321-82; eBioscience™; Thermo Fisher Scientific, Waltham, MA, USA), anti-CD11c-PE (1:200; cat no. 12-0114-82; eBioscience™; Thermo Fisher Scientific, Waltham, MA, USA), anti-CD11b-APC (1:200; cat no. 17-0112-82; eBioscience™; Thermo Fisher Scientific, Waltham, MA, USA), and anti-F4/80-PE (1:200; cat no. 17-4801-82; eBioscience™, Waltham, MA, USA). Then, the infiltration percentages of different cell types in tumors were calculated by BD FACSCanto™ II (BD Biosciences, San Jose, CA, USA) and then analyzed by FlowJo 10.0 (FlowJo LLC, Ashland, OR, USA).

### 2.9. Immunofluorescence

Different groups of T24, TCCSUP, UMUC-3, and MB49 cells were pre-seeded the day before immunofluorescence assay. For cell fixation, 4% paraformaldehyde was used, and 0.5% Triton-X 100 was used to increase cell membrane permeability for 10–15 min at room temperature. Then, 3–5% BSA was used for 30 min at room temperature to block antibodies. Cells were further incubated with primary antibodies overnight at 4 °C and subsequently incubated with corresponding fluorescence antibodies combined with DAPI staining 60 min in a darkroom and then washed twice by PBS before being observed by NIS A1 laser confocal microscope (Nikon, Tokyo, Japan). The primary antibodies used for immunofluorescence assay were: cGAS (1:200; cat no. A8335; Abclonal, Wuhan, China), F-actin (1:1000; cat no. A12380; Invitrogen™; Thermo Fisher Scientific, Waltham, MA, USA), Rad51(1:300; cat no. ab133534; Abcam, Cambridge, England), γ-H2A.X (1:300; cat no. ab81299; Abcam, Cambridge, England). The secondary antibodies used for immunofluorescence assay were: Goat Anti-Rabbit Alexa Fluor 488 (1:200; cat no. ab150077; Abcam, Cambridge, England), and Goat Anti-Mouse Alexa Fluor 594 (1:200; cat no. ab150116; Abcam, Cambridge, England). The results were analyzed by NIS-Elements Viewer 4.50 (Nikon, Tokyo, Japan).

### 2.10. Statistical Analysis

SPSS 22.0 (IBM, Armonk, NY, USA) was used to normalize and analyze raw data in this experiment. Data was presented as the mean ± standard deviation. Kaplan–Meier survival method and log-rank test analysis were using to plot (OS) overall survival and (DFS) disease-free survival rates curves. A Student’s *t*-test was used to assess the different between two groups. One-way ANOVA test was performed to assess the differences in multiples groups followed by Student–Newman–Keuls post hoc test. IC50 of MB49 cell lines were measured by Probit regression analysis. *p* < 0.05 was considered to have statistical significance. Data in experiments were repeated at least 3 times.

## 3. Results

### 3.1. Cisplatin Induces Specific Immune Effects in Bladder Cancer Cell Lines

To explore the specific effect of cisplatin on bladder cancer, the MIBC-derived cell line T24 was treated with cisplatin (2 μg/mL, 24 h) followed by RNA Seq. 

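T24 is an established cell line grown from a human bladder carcinoma. RNA of 3 samples treated with cisplatin (T24 DDP group) and of 3 samples treated with PBS, the vehicle (T24 PBS group), was sequenced from strand-specific libraries. The paper gives the dose as 2 μg/mL for 24 h, whereas the labels deposited with the samples give 1 μg/mL for 24 h. The authors deposited the number of reads they counted on each of 58735 genes in each sample, without normalization, and the FPKM of the same genes, which is scaled to gene length and total count. The identifiers, symbols and coordinates of all 58735 genes were those of GENCODE release 29 on GRCh38. The paper's text does not name the aligner, the counting program or the program for differential expression. The total count was 18536743, 18379216 and 17601307 in the PBS samples, with a median of 18379216, and 17208976, 17294034 and 16174409 in the cisplatin samples, with a median of 17208976. A level of 3 counts, the smallest taken as detectable, equalled 0.162 to 0.185 CPM (counts scaled to a fixed total), and covers counting error only. In each sample the deposited FPKM equalled the count divided by gene length and total count, multiplied by 1 factor that lay between 1.03 and 1.04 in the PBS samples and between 0.940 and 0.963 in the cisplatin samples. Genes whose exons are all shared with overlapping genes had few or no counts. Of 710 genes lying wholly inside exons of genes on the opposite strand, 0 had a count, as did 41 of 1008 genes lying wholly inside exons on the same strand, against 48.0% of 41758 genes without exonic overlap. Counts were scaled with TMM factors, and 15403 genes with sufficient counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Samples within a group differed by a chi-square per degree of freedom of 1.96 to 3.99, above the value of 1 that sampling noise gives, so no library was counted as a repeat of another. Samples of different groups differed by 111 to 119.6. These values do not show whether the samples of a group came from separate cultures. The groups share the replicate numbers 1 to 3, and the deviations of same-numbered samples from their group means had a mean correlation of 0.0271 across genes. Results with the replicate number as a block are therefore given beside those without it.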

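With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11205 of the 15403 genes tested in T24 cells had an adjusted p under 0.05 between the cisplatin-treated and the PBS-treated samples, or 72.7%. Of these, 5594 were higher and 5611 were lower after cisplatin. With the replicate number as a block, 5652 were higher and 5695 were lower. The normalized counts of the 3 cisplatin samples did not overlap with those of the 3 PBS samples in 11458 genes, or 74.4%, where chance gives 10%. The first principal component of the log2 CPM carried 86.5% of the variance and the second 3.77%. Across genes, which are not independent replicates, Pearson's r of the log2 CPM was 0.993 to 0.994 between samples of a group and 0.935 to 0.937 between samples of different groups. The biological coefficient of variation within the groups was 4.38%. The number of higher genes lay between 4701 and 6491 over the 10 alternative settings tried. It was lowest with a filter on a mean FPKM of at least 1 and highest with scaling to library size only, which gave 6491 higher and 4717 lower genes, so that 57.9% were higher in place of 49.9%.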

We found a significant difference in gene expression between the cisplatin-treated groups and the control groups (Figure 1A). 

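At a log2 fold change above 1.5 and an adjusted p under 0.05, 853 genes were upregulated and 708 were downregulated in the counts. With the replicate number as a block, 853 were upregulated and 710 were downregulated, and 1558 of the genes passed in both fits. Among settings that keep the fold threshold, the number moved most on the log2(FPKM + 1) scale. With 0.1 added in place of 1, limma gave 618 upregulated and 480 downregulated genes. On the log2(FPKM + 1) scale, which lowers the fold change of genes with few reads, limma gave 220 upregulated and 127 downregulated genes, and 346 of these 347 genes were among the 1561 past the threshold in the counts. Of the genes past the threshold in the counts, 410 upregulated and 354 downregulated genes had a mean below 1 FPKM. Protein-coding genes made up 575 of the upregulated and 604 of the downregulated genes. Among genes past the threshold with a mean of at least 100 counts and no overlap between the groups, the largest increases were those of IL1RL1, CCL20, IL6, CXCL2 and SERPINB2. The log2 fold change was 6.21 for IL1RL1, from few counts in the PBS samples, and 5.13 for SERPINB2, of whose longest transcript 23.7% of the 50-base stretches also occur in transcripts of other genes. CCL20, which encodes a chemokine, lies on chromosome 2 of GRCh38 from 227805739 to 227817564. It had 0.555 ± 0.0426 normalized CPM (SD, n = 3) in the control group and 35.9 ± 2.38 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 6.00 (standard error 0.15, adjusted p = 5.4e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL6, which encodes a cytokine and lies on chromosome 7 of GRCh38 from 22725884 to 22732002, had 7.07 ± 0.293 normalized CPM (SD, n = 3) in the control group and 379 ± 7.15 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 5.74 (standard error 0.06, adjusted p = 1.1e-35 from the same test). Exons of another gene on the opposite strand overlapped 20.7% of the exonic bases of IL6. CXCL2 rose by a log2 fold change of 5.14, and shares 9.24% of its 50-base stretches with transcripts of other genes. The largest decreases were those of NEGR1, NCKAP5, PTPRM, TBC1D5 and HDAC4, with log2 fold changes of -5.87, -5.03, -4.66, -4.45 and -4.38. Over the alternative settings that tested them, their weakest values were -1.499, -1.83, -2.08, -2.06 and -1.23. These 5 genes span from 353487 to 1287656 bp of the genome. NEGR1, which lies on chromosome 1 of GRCh38 from 71395940 to 72282734, had 26.0 ± 3.33 normalized CPM (SD, n = 3) in the control group and 0.440 ± 0.246 (SD, n = 3) in the cisplatin-treated group.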

The combination of absolute value log_2_ (Fold Change) > 1.5 and Padj (adjusted *p*) < 0.05 was chosen as the criteria for screening significant differential genes between the two groups, and we ultimately obtained 235 upregulated and 129 downregulated genes (Figure 1B). 

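GO and KEGG annotations were not used here. In their place, families of genes defined by symbol and lists of genes written before the data were examined were compared between the groups. Of 38 genes of cytokines and chemokines that were tested, 20 were upregulated past a log2 fold change of 1.5, or 52.6%, against 5.54% of all 15403 genes tested. The odds ratio was 19.4 (two-sided Fisher's exact test, adjusted p = 3.1e-15 over the 4 family tests). The odds ratio was 19.4 with the replicate number as a block, 9.03 when all genes with at least 1 count were tested, its lowest value over the alternatives, and 48.2 with limma on log2(FPKM + 1), its highest. Only TNFSF12 of this family, named after its values were seen, was downregulated past the threshold, with a log2 fold change of -1.76. Of 43 genes of growth factors, 9 were upregulated, an odds ratio of 4.55 (Fisher's exact test, adjusted p = 9.6e-04). The downregulated growth factors were NRG2, FGF14 and PDGFD, also named after their values were seen, and their odds ratio of 1.56 could not be told apart from 1 (Fisher's exact test, adjusted p = 0.598). Lists were tested against all other genes with limma's cameraPR, and the p-values were adjusted over the 10 lists. Of 51 DNA damage response genes tested, 29 were higher and 12 were lower after cisplatin at an adjusted p under 0.05, with a median log2 fold change of 0.19 (adjusted p = 0.0137 from cameraPR, and 0.0112 with the replicate block). With an inter-gene correlation of 0.05 in place of 0.01, the adjusted p of this list was 0.106. Of 44 regulators of apoptosis, 25 were higher and 13 were lower, with a median of 0.39 (adjusted p = 0.00337, and 0.00272 with the block), and the higher inter-gene correlation gave 0.0507. Of 37 genes of the mitotic cell cycle, 27 were lower and 3 were higher, with a median of -0.54 (adjusted p = 9.1e-06, and 2.4e-06 with the block). The 3 higher genes, named after their values were seen, were AURKB, MAD2L1 and KIF2C. The numbers of higher and lower genes in these lists were the same when the adjustment was made over each list alone.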

After the GO and KEGG (https://david.ncifcrf.gov/, accessed on 9 October 2020 ) analyses of these differentially expressed genes, we found that the cisplatin treatment mainly affected T24 cells in immune response, inflammatory response, cytokine activity, cellular response to DNA damage stimulus, apoptosis process, and some cell growth-related pathways (Figure 1C). A gene set enrichment analysis (GSEA) also confirmed the strong enrichment in immune- and inflammation-related pathways among the top 20 differentially expressed pathways in the cisplatin-treated group. 

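The gene sets of the paper's GSEA were not used here. A preranked enrichment analysis (fgsea) on the signed z values of the 15403 genes was run with lists written before the data were examined. The cytokine list of Figure 2D holds genes that the paper shows there because cisplatin induced them in its qPCR, so it was chosen for a rise after cisplatin. In this list, 10 of 17 genes had enough counts to be tested, all of them were higher after cisplatin, and the normalized enrichment score was 2.53 (adjusted p = 7.2e-09 over the 10 lists). The median log2 fold change was 3.89 (adjusted p = 2.2e-09 from limma's cameraPR, and 2.7e-10 with the replicate number as a block). The smallest increase in the list was that of CXCL16, at 0.24 (adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was not under 0.05 with DESeq2 or without PBS replicate 2, cisplatin replicate 1 or cisplatin replicate 2. CXCL3 and TNF rose by log2 fold changes of 4.92 and 2.63, CXCL1 by 2.87, CXCL6 by 1.92 and CCL5 by 0.54. CXCL1 and CXCL3 share 5.72% and 3.02% of their 50-base stretches with transcripts of other genes, and CCL5 shares 16.0%. The genes left untested were PF4 (CXCL4), CXCL5, PPBP (CXCL7), CXCL14, CCL19, CCL21 and IFNB1, each with between 0 and 4 counts over all 6 samples, so a change in them was not detectable at this depth. For NF-κB target genes that are not in Figure 1E, 38 genes were tested and 34 were higher. CXCL1, CXCL3, CXCL6, CCL20 and TNF are in this list and also in Figure 2D. The NF-κB list was not tested without them, so it is not independent of the paper's choice of genes. The median log2 fold change was 1.22 (adjusted p = 5.4e-17 from cameraPR, and 2.4e-18 with the block) and the normalized enrichment score was 3.08 (adjusted p = 1.9e-14). With the adjustment made over the list alone, 35 genes were higher.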

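Type I interferon and cytosolic DNA sensing were examined with lists written before the data were examined, which are not the Reactome and KEGG sets of Figure 1D. Of 47 interferon-stimulated genes outside Figure 1E that were tested, 32 were higher after cisplatin, 5 were lower and 10 did not differ at an adjusted p under 0.05. The median log2 fold change was 0.55, with quartiles of 0.07 and 1.06 (adjusted p = 2.8e-05 from limma's cameraPR over the 10 lists, and 2.4e-05 with the replicate number as a block). Past a log2 fold change of 1.5, 6 genes of the list were upregulated and none was downregulated. The 5 lower genes, named after their values were seen, were IFITM3, OASL, BST2, LGALS3BP and DDX60. Of 42 cytosolic DNA sensing genes tested, 28 were higher, 8 were lower and 6 did not differ. Their median log2 fold change was 0.46, with quartiles of -0.06 and 1.00 (adjusted p = 2.1e-05 from cameraPR, and 9.9e-06 with the block). With the 11 genes that are also in Figure 1E left out, of which CXCL10 had not been tested, 32 genes were tested, a choice made after seeing the data. Of these, 18 were higher and 8 were lower, and the median was 0.19 (adjusted p = 0.0259 from cameraPR). Many genes of both forms of this list are subunits of RNA polymerases. They ran from -0.64 for POLR3B to 1.32 for POLR3C, named after their values were seen. The list was not tested without these subunits, so its rise cannot be assigned to the other genes. The numbers of higher and lower genes were the same when the adjustment was made over each list alone. IFNB1, which encodes interferon β and lies on chromosome 9 of GRCh38 from 21077105 to 21077963, had 0 counts over the 3 PBS samples and 4 over the 3 cisplatin samples, too few to test.

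**Figure D1:**
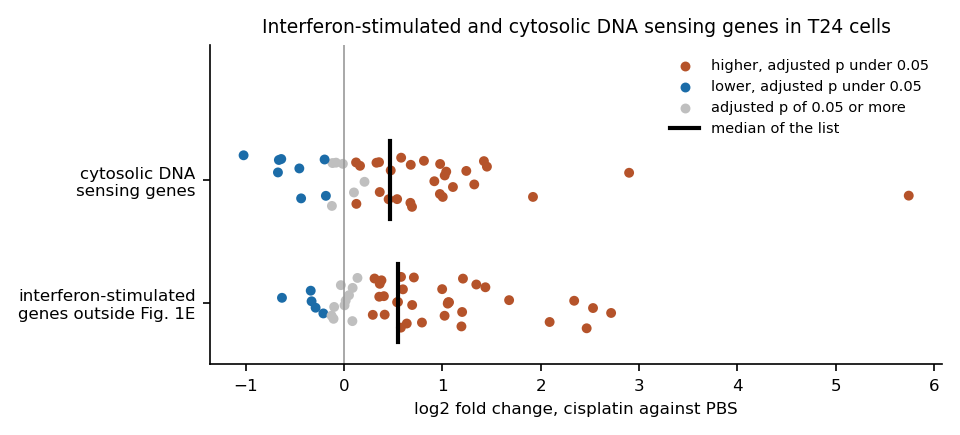
Log2 fold changes, cisplatin against PBS, of 47 interferon-stimulated genes outside Figure 1E and 42 cytosolic DNA sensing genes in T24 cells (3 samples per group). Each point is a gene, coloured by its direction and adjusted p, and vertical position within a list has no meaning. The black lines are the medians, 0.55 and 0.46.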

Interestingly, we noticed that the type I interferon-related pathway and cytosolic DNA sensor pathway were significantly upregulated after cisplatin stimulation (Figure 1D and Figure S1A,B). The cellular response to the cytosolic DNA sensor process is closely related to the cGAS-STING pathway. Recently, it has been reported that cGAS, an intracellular dsDNA receptor, can recognize and catalyze dsDNA induced by cisplatin, thus activating the downstream STING pathway [4]. 

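Figure 1E names 30 genes of NF-κB signaling or its targets and 18 of IRF3 signaling or its targets, chosen by the paper on these same samples. Of the NF-κB genes, 27 had enough counts to be tested and all 27 were higher after cisplatin. Past a log2 fold change of 1.5 were 11 of them. The median log2 fold change was 0.85 (adjusted p = 4.1e-15 from limma's cameraPR over the 10 lists, and 2.5e-16 with the replicate number as a block). CXCL8, which lies on chromosome 4 of GRCh38 from 73740506 to 73743716, had 75.9 ± 1.55 normalized CPM (SD, n = 3) in the control group and 2354 ± 135 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 4.95 (standard error 0.05, adjusted p = 1.2e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TNFAIP3 rose by a log2 fold change of 4.61, PTGS2 by 4.14, TRAF1 by 4.07 and NFKB2 by 2.23, while PLCG1 rose least, by 0.24. BCL2A1 had 0 counts in the PBS samples and 53, 67 and 32 in the cisplatin samples, and was at least 16.7-fold higher when set against the floor of 3 counts. The other NF-κB genes had too few counts for the test. LY96 had 0 counts over the PBS samples and 16 over the cisplatin samples, LCK had 0 and 11, and NAIP (BIRC1) had 28 and 10. NAIP shares 59.3% of the 50-base stretches of its longest transcript with transcripts of other genes. Of the IRF3 genes, 16 were tested, 14 were higher, 3 of them past a log2 fold change of 1.5, and the median was 0.85 (adjusted p = 1.3e-07 from cameraPR, and 1.0e-08 with the block). IRF7, which lies on chromosome 11 of GRCh38 from 612553 to 615999, had 24.5 ± 1.88 normalized CPM (SD, n = 3) in the control group and 92.8 ± 1.55 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 1.92 (standard error 0.06, adjusted p = 2.9e-23 from the same test). IL1B rose by a log2 fold change of 2.90, USP18 by 1.27 and ISG15 by 0.61. USP18 shares 23.4% of its 50-base stretches with transcripts of other genes, and IFIT2, at 0.86, shares 8.40%. IFIT1 did not differ, with 47.7 ± 2.59 normalized CPM (SD, n = 3) in the control group and 46.6 ± 3.68 (SD, n = 3) in the cisplatin-treated group and a log2 fold change of -0.03 (standard error 0.06, adjusted p = 0.636 from the same test). RSAD2 had a log2 fold change of 0.57 (standard error 0.31, adjusted p = 0.0952 from the same test) and was called higher only with library size as the sole scaling or without PBS replicate 2. CXCL10 had 1 count over the PBS samples and 18 over the cisplatin samples, and 1 name of the figure, read as TOMD3, matched no gene.

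**Figure D2:**
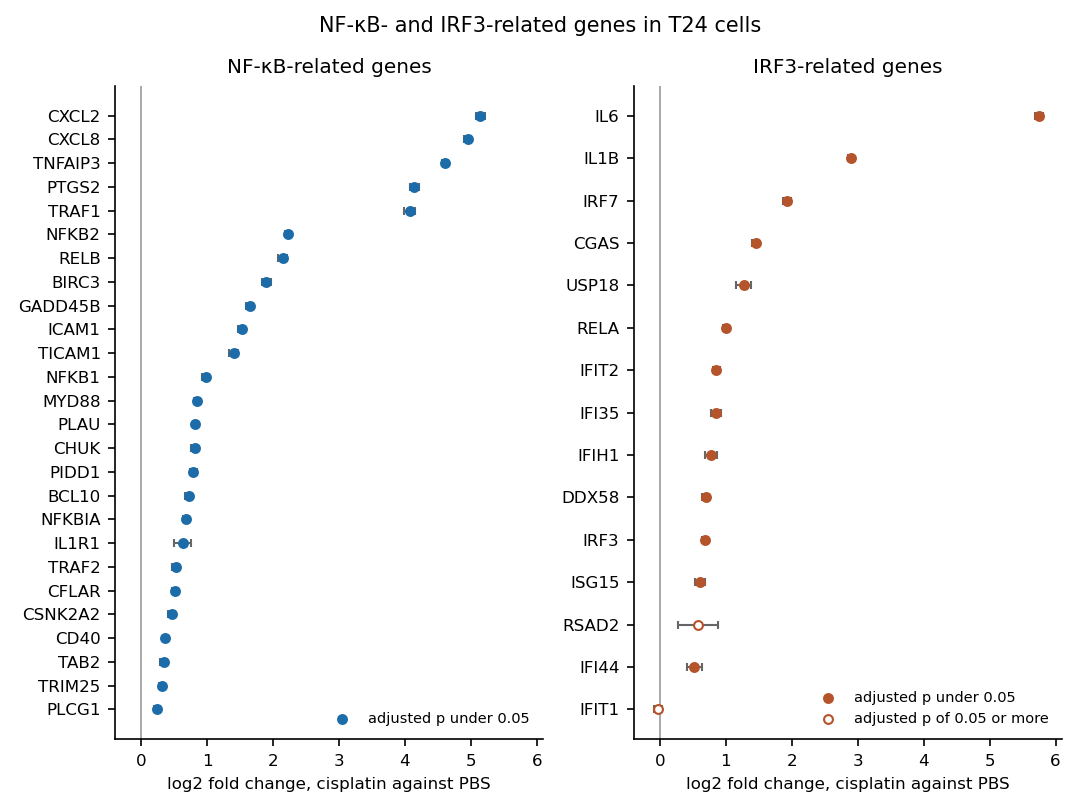
Log2 fold changes, cisplatin against PBS, of genes of Figure 1E in T24 cells, with NF-κB-related genes on the left and IRF3-related genes on the right (3 samples per group). Points are the estimates and bars their standard errors, and open points have an adjusted p of 0.05 or more (IFIT1 and RSAD2). Not every tested gene is drawn, and BCL2A1 is left out because its fold is a lower bound.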

Then, we explored the activation of downstream cGAS-STING and found that the transcription levels of NF-κB- and IRF3-related genes were significantly upregulated after the cisplatin treatment (Figure 1E). These results suggest that the immune effects associated with cisplatin are due to the activation of the cGAS-STING pathway [4,8]. 

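The genes of the pathway itself differed in their response in the same 6 samples. CGAS, which lies on chromosome 6 of GRCh38 from 73413515 to 73452276, had 40.1 ± 1.95 normalized CPM (SD, n = 3) in the control group and 109.9 ± 4.33 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 1.45 (standard error 0.05, adjusted p = 2.2e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TMEM173, the gene of STING, which lies on chromosome 5 of GRCh38 from 139475534 to 139482935, had 59.1 ± 0.837 normalized CPM (SD, n = 3) in the control group and 81.0 ± 3.16 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 0.45 (standard error 0.05, adjusted p = 1.8e-09 from the same test). IRF3, which lies on chromosome 19 of GRCh38 from 49659569 to 49665875, had 93.3 ± 1.69 normalized CPM (SD, n = 3) in the control group and 149 ± 3.45 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 0.68 (standard error 0.04, adjusted p = 3.9e-15 from the same test). RELA, the gene of p65, which lies on chromosome 11 of GRCh38 from 65653596 to 65663094, had 85.1 ± 2.88 normalized CPM (SD, n = 3) in the control group and 171 ± 7.30 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of 1.00 (standard error 0.05, adjusted p = 6.3e-19 from the same test). Exons of another gene on the opposite strand overlapped 19.3% of the exonic bases of IRF3 and 14.7% of those of TBK1. TBK1, which lies on chromosome 12 of GRCh38 from 64451880 to 64502108, had 48.8 ± 5.14 normalized CPM (SD, n = 3) in the control group and 44.9 ± 1.79 (SD, n = 3) in the cisplatin-treated group, a log2 fold change of -0.12 (standard error 0.07, adjusted p = 0.111 from the same test). The log2 fold changes of CGAS, TMEM173, IRF3 and RELA stayed positive with an adjusted p under 0.05 with each sample left out in turn, from 1.42 to 1.49 for CGAS and from 0.42 to 0.47 for TMEM173. In these fits that of TBK1 lay between -0.20 and -0.05, and only without the first PBS sample was its adjusted p under 0.05. With the replicate number as a block, the log2 fold change was 1.45 for CGAS, 0.45 for TMEM173 and -0.12 for TBK1 (adjusted p = 0.0680 for TBK1). Transcript levels do not measure the amount, the phosphorylation or the activity of the proteins. For total cGAS protein the paper reports no significant change after cisplatin in T24 and TCCSUP cells, whereas the CGAS transcript rose here. The paper reasons from the upregulated type I interferon pathway, from the upregulated cytosolic DNA sensor pathway, which it ties to cGAS-STING, and from the higher NF-κB- and IRF3-related genes downstream of it (Figure 1D,E). From these it proposes that the immune effects associated with cisplatin come from activation of the cGAS-STING pathway. Its next section adds western blots, the localization of p65, STING siRNAs and a STING inhibitor, none of which was examined here.

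**Figure D3:**
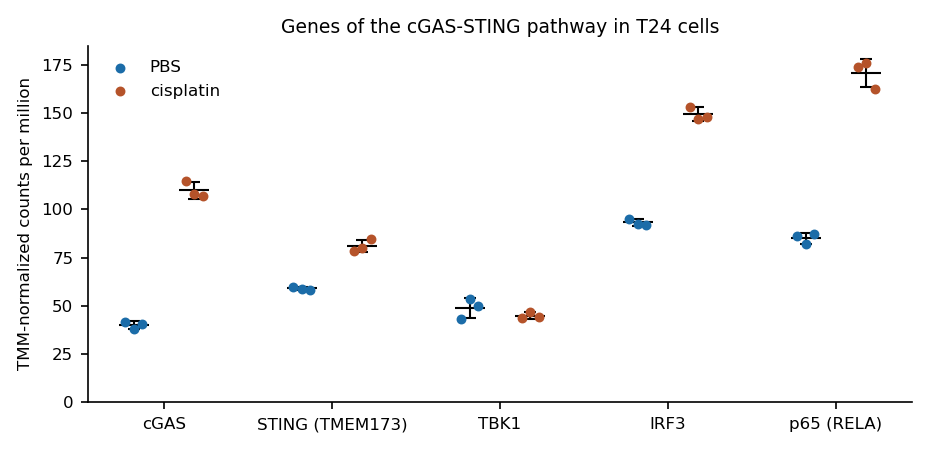
TMM-normalized CPM of 5 genes of the cGAS-STING pathway in T24 cells after PBS or cisplatin. Points are the 3 samples of each group, horizontal lines the means and bars the SD. The cisplatin samples lie above the PBS samples for CGAS, TMEM173, IRF3 and RELA, and the groups overlap for TBK1.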

### 3.2. Immune Effect of Cisplatin in Bladder Cancer Is Related to the Activation of the cGAS-STING Pathway

Expression of the STING protein is the basic element for the functional STING pathway. We first explored the basic transcription level of STING in bladder cancer cell lines in the CCLE database (https://portals.broadinstitute.org/ccle/about/, accessed on 11 October 2020) and found that the transcription level of STING was relatively abundant in bladder cancer, including T24 and another MIBC cell line TCCSUP (Figure 2A). ELISA and IFN-β reporter gene assays showed that the levels of IL-6 and IFN-β, which are activated downstream of the STING pathway, were significantly upregulated with cisplatin treatment in the T24 and TCCSUP cells (Figure 2B,C). qPCR confirmed that the transcription levels of cytokines, including IL-6, IFN-β, and TNF-α, were significantly upregulated after cisplatin treatment (Figure 2D). We also observed the translocation of p65 from the cytoplasm to the nucleus (Figure 2E). The canonical activation of the STING pathway is mainly based on the phosphorylation of STING (Ser366), TBK (Ser173), and IRF3 (Ser396) [25,26,27,28]. We then performed western blotting assays and found that cisplatin treatment significantly upregulated the cGAS-STING pathway accompanied by a significant increase in the DNA damage marker γ-H2A.X in the two cell lines compared with their corresponding control groups (Figure 2F). In the rescue assay, the use of two STING-targeting siRNAs (Figure 3A–C) and the STING-specific inhibitor H151 (Figure 3D,E) significantly reversed cisplatin-induced IL-6 and IFN-β levels compared with their control groups. H151 specifically targets the transmembrane cysteine residue 91 of STING and thereby blocks its palmitoylation which is indispensable for the recruitment of downstream signaling factors [29]. These results suggested that the cGAS-STING pathway was deeply involved in the cisplatin-related immune response.

### 3.3. Modulation of STING Did Not Affect the Proliferation of Bladder Cancer In Vitro

Since cisplatin activates cGAS-STING signaling in bladder cancer cell lines, the role of cGAS-STING in bladder cancer progression remains unclear. The CCK-8 cell proliferation assay (Figure S1C) and clonal formation assay (Figure S1D,E) indicated the absence of significant basic proliferation bias between the STING knockdown groups and the control groups in the two cell lines. We found that the levels of STING in patients from the TCGA bladder cancer cohort were not significantly associated with the overall survival rate (OS) or disease-free survival rate (DFS) (Figure S1F,G). This finding implies that the activation states and expression levels of genes in the cGAS-STING pathway are not inevitably relevant.

### 3.4. Activation of cGAS-STING Suppressed Bladder Cancer in Cisplatin-Treated C57 Mice

To explore the phenotype in vivo, we constructed an MB49 shSTING cell line and an MB49 scramble control cell line (mouse-derived) by lentivirus transfection (Figure S1H). To exclude the possible effects caused by different cell proliferation rates and cisplatin sensitivity between the two constructed cell lines, we verified that there was no significant difference in cell proliferation (Figure S1I,K,L) or basic IC50 of cisplatin treatment between the two groups (Figure S1J). At the same time, we noticed that the cisplatin treatment activated the cGAS-STING signal in the MB49 scramble control group but not the MB49 STING knockdown groups (Figure S1M). We then established a subcutaneous tumor transplantation model in C57 mice and injected cisplatin or PBS subcutaneously on days 13 and 16 (Figure 4A left). The tumors were harvested on day 23, and the results showed that the tumor volumes in the cisplatin-treated group were significantly reduced compared with those in the corresponding control group (Figure 4A right). Compared with the STING knockdown group, the tumor volume and relative tumor weight of the STING WT group were significantly reduced after cisplatin treatment (Figure S2A–C).

### 3.5. Activation of cGAS-STING Results in CD8+ T Cell and DC Infiltration in Cisplatin-Treated Tumors in a Transplantation Model

To explore whether the difference in MB49-derived tumors is related to immunity, we analyzed tumor-associated infiltrating immune cells by flow cytometry. With cisplatin treatment, we found that compared with the STING knockdown group, the percentage of CD8+ CD45+ CD11c+ MHCII+ (dendritic cells, DCs), and CD3+ CD45+ cells were significantly higher in the STING WT group (Figure 4B,C,E) while the percentage of F4/80+, CD11b+ (macrophage) infiltration was not significantly different (Figure 4D). Compared with the control group, the percentage of CD8+ CD45+, CD3+ CD45+, and F4/80+ CD11b+ cells in the cisplatin-treated groups decreased significantly while the percentage of CD11c+ MHCII+ infiltrating cells was significantly increased. We also used CIBERSORT (https://cibersort.stanford.edu/, accessed on 5 November 2020) [30] to analyze the percentage of immune cell infiltration in bladder cancer patients who received preoperative cisplatin chemotherapy in the TCGA bladder cancer cohort (Figure 4F–J). Consistent with our vivo experimental results, the resting dendritic cells infiltrated in the cisplatin-responsive group (*n* = 50, CR or PR) was significantly higher than that in the non-responder group (*n* = 30, PD or SD), while the infiltration of activated dendritic cells showed the opposite result. Studies have reported that CCL20 and CXCL14 are important chemokines in DC cells. We found that the transcription levels of CCL20 and CXCL14 in T24 and TCCSUP cells were significantly increased in the cisplatin treatment groups (Figure S2D,E), and the correlation analysis showed that CCL20 and CXCL14 were significantly correlated with the cGAS-STING signal in the TCGA bladder cancer cohort (Figure S2F). This finding implies that DCs play a unique role in the bladder cancer microenvironment after cisplatin treatment [31]. However, the specific function of cisplatin-induced DCs in the bladder cancer microenvironment needs to be further explored.

### 3.6. Cisplatin-Induced dsDNA May Play an Important Role in Enhancing STING Signaling

As an important protein that can recognize dsDNA and catalyze the production of 2,3-cGAMPs, the expression of the cGAS protein is the most important upstream of STING activation. We then explored the basic transcription level of cGAS in bladder cancer cell lines in the CCLE database (https://portals.broadinstitute.org/ccle/about, accessed on 11 October 2020) and confirmed the high transcription level of cGAS in bladder cancer cell lines (Figure 5A, rank 11th among 40 tumor types). T24 and TCCSUP also showed relatively high transcription levels of cGAS (Figure S2G), and we also noted that MIBC cells had significantly increased cGAS expression levels in the Oncoming Database (Figure 5B). Cisplatin has been reported to induce dsDNA fragments through the accumulation of DNA damage and inhibition of the DNA homologous complementary repair pathway [17]. We observed a significant increase in the DNA damage marker γ-H2A.X in T24 and TCCSUP cell lines treated with cisplatin (Figure 2F). Rad51 is an important protein involved in homologous complementary repair of DNA, and the upregulation and assembly of nuclear Rad51 is also the classical marker of increased DNA damage [32]. We found that nuclear Rad51 increased and was significantly accumulated after cisplatin stimulation while the cytosolic Rad51 levels were not changed (Figure 5C,D). When dsDNA induced by DNA damage leaks into the cytoplasm, histone H3 bound to dsDNA will be brought into the cytoplasm at the same time, resulting in an increased level of cytosolic H3 protein [33]. Consistent with our results, we observed that the level of H3 in the cytoplasm increased significantly as the time of cisplatin stimulation increased (Figure 5C), which also suggested that dsDNA might leak from the nucleus continuously after cisplatin treatment. Furthermore, we found that cisplatin also induced micronuclei in the T24 and TCCSUP cell lines (Figure S2H). These are important factors that activate the cGAS-STING pathway.

### 3.7. The Release of Chromatin-Bound cGAS Is Important to Activate Downstream STING

We tried to explore the role of cGAS in cisplatin-related STING activation and found that the expression level of total cGAS did not change significantly after cisplatin stimulation in the two cell lines (Figure 2E). The subcellular distribution of cGAS is closely related to its function [18,19,20,21,22]. First, we confirmed that the cGAS protein of T24 and TCCSUP cell lines was mainly located in the nucleus (Figure 5C,E). The same results were also shown in the MB49 and UMUC3 cell lines (Figure 5E). Then, we explored whether the subcellular distribution of cGAS was changed after cisplatin treatment. Although the morphology of T24 and TCCSUP cells became enlarged after cisplatin stimulation, the distribution of cGAS did not change significantly (Figure 5F). The western blotting results of nuclear-cytoplasmic separation also showed that cGAS distribution in the cytoplasm and nucleus did not change significantly in the two cell lines (Figure 5C). Recently, many scholars have found that cGAS can bind with histones H2 and H3 on the nucleosomes to form stable structures and prevent cGAS from binding with dsDNA [18,19,20,21,22]. Based on these findings, we performed a subcellular component western blotting assay and found that most cGAS was bound to the nucleosome in the nucleus. After cisplatin stimulation, especially at 24 h, the binding of cGAS in the nucleosomes in the two cell lines was significantly reduced while γ-H2A.X was significantly increased compared with their corresponding control groups (Figure 5G). Thus, free cGAS might reacquire the ability to bind to dsDNA and then activate downstream STING-dependent immune signals.

## 4. Discussion

In this work, we reported that cisplatin treatment of bladder cancer cells produced specific immune effects, which mainly included the secretion of important cytokines (such as interferon type I cytokines, IFN-β, and IL6). Interestingly, some studies showed that gemcitabine, another common chemotherapy drug, also had antitumor immune effects by stimulating interferon-γ expression and recruiting related immune cells [34,35,36]. These specific immune effects may provide novel explanation for the satisfying pathologic downstaging results of neoadjuvant therapy combined immunotherapy in MIBC [37]. Unfortunately, keynote 361 trial exhibited that the combination of platinum-based chemotherapy and pembrolizumab did not provide significant survival advantages as compared to platinum-based chemotherapy alone [38]. The increased PD-L1 expression induced by chemotherapy [6,7,39] and timing for introducing immunotherapy in the treatment of advanced urothelial carcinoma might explain the negative result, because JAVELIN bladder 100 trial found that avelumab maintenance treatment possessed huge survival benefits for patients responding to chemotherapy [40]. Therefore, more efforts should be paid to explore the mechanism and application of combination therapy.

The expression levels of STING and other components involved in the STING pathway were not associated with OS and DFS in bladder cancer patients. However, in a mouse tumor model, we confirmed that STING knockdown in bladder cells had no significant effect on tumor volume and weight while STING-knockdown combined with cisplatin treatment led to significant increases in tumor volume and weight compared with the STING-WT combined with cisplatin treatment. These results suggest that cisplatin-related STING-dependent signaling strongly inhibits bladder cancer progression, which is consistent with many previous studies [6,7,39,41]. These differences might be explained by the higher infiltration levels of CD8+ T cells and DCs in the STING-WT combined with cisplatin group than the STING-knockdown combined with cisplatin group. The infiltration levels of CD8+ T cells in tumor tissues were recently proven to be consistent with the functional cGAS-STING pathway [42]. The infiltration and activation of DCs in tumor tissues is closely related to specific chemokines in the tumor microenvironment. Chemokines, such as CCL20 and CXCL14, can recruit DCs to tumor tissue to inhibit tumor proliferation and metastasis [43,44]. In our experiment, we also observed increased transcription levels of CCL20 and CXCL14 in the T24 and TCCSUP cell lines after cisplatin treatment. It has also been reported that intrinsic cGAMPs in tumor cells can be transferred to DCs through gap junctions and activate the immune response of DC cells [45,46]. Thus, DCs may play an important role in cisplatin-related cGAS-STING immune effects in bladder cancer, although their underlying mechanism and specific functions in the tumor microenvironment remain to be clarified.

Urinary tract tumors, including bladder cancer, show relatively high expression of cGAS. Studies have shown that tumor cells with high expression of the cGAS protein have relatively high cGAS-STING pathway activity [33], because tumor cells often have higher levels of intracellular dsDNA due to more frequent DNA damage and repair cycles, which can activate cGAS and generate abundant cGAMPs, which ultimately activates STING downstream [45,46]. As a classical DNA crosslinking agent, cisplatin can strongly induce DNA damage in multiple tumor types. DNA damage leads to dsDNA leakage from the nucleus to the cytoplasm [4,5,33]. We observed that with the time of cisplatin induction, the level of histone H3 in the cytoplasm increased gradually, which indicated that dsDNA was constantly leaking from the nucleus [33]. At the same time, we observed the production of micronuclei in the cisplatin-treated groups. Micronuclei were reported not only as a marker of DNA damage but also as a factor for activating the STING signal [5].

The functional state of cGAS is closely related to its subcellular localization. For instance, translocation of cGAS from the cytoplasm to the cell membrane helps THP-1 and HeLa cells recognize the exogenous virus DNA [47]. Nuclear translocation of cGAS can affect its functions by suppressing homologous recombination-mediated repair [17]. However, we found that cGAS was mainly located in the nucleus in the T24 and TCCSUP cell lines, and this subcellular distribution was not changed after cisplatin treatment. Studies have shown that the binding capacity of cGAS to nucleosomes is much greater than that of cGAS to dsDNA [18,19,20,21,22,48]. Based on this important finding, many research groups have further discovered that cGAS can bind with histones H2 and H3 on nucleosomes to form stable structures and prevent cGAS from binding with dsDNA [18,19,20,21,22]. Therefore, we then explored the state of chromatin binding cGAS after cisplatin treatment and found that with prolonged cisplatin treatment, the DNA damage marker γ-H2A.X increased significantly while chromatin-bound cGAS decreased significantly. In multiple tumor types, the activation of cGAS is thought to inhibit tumor proliferation by activating the STING-dependent immune response, although this function is weakened due to the binding of nucleosomes [6,7,39]. These results indicate that cisplatin may hinder the stability of nucleosomes by distorting the natural structure of DNA [49,50]. Free cGAS may reacquire the ability to bind to dsDNA and then activate downstream STING-dependent immune signals. However, whether dissociated cGAS is transferred to the cytoplasm and further activates STING still needs to be proven.

In summary, our findings indicated a cisplatin dependent cGAS-STING signal in bladder cancer. This signal could be enhanced by accumulation of dsDNA and chromatin dissociated cGAS and would finally recruit infiltration DCs and CD8+ T cells in bladder cancer tumor microenvironment. However, the specific role and effect of this signal towards the bladder cancer tumor microenvironment needs to be further clarified.

## Figures and Tables

**Figure 1:**
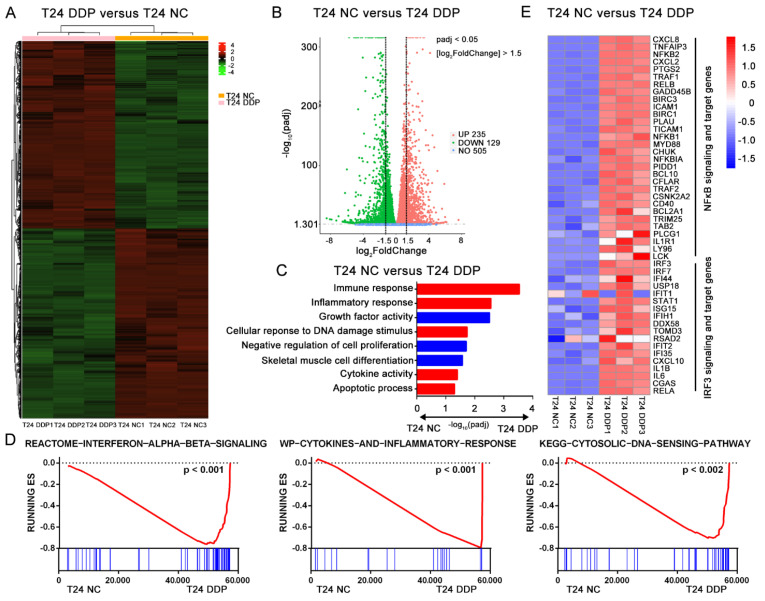
Cisplatin induces specific immune effects in bladder cancer cell line. T24 cell lines were treated with 2 μg/mL cisplatin (T24 DDP group) or PBS (T24 PBS group) for 24 h at standard condition. (**A**) The different genes expression panels between T24 DDP group and T24 PBS group were showed in heatmap. (**B**) Gene expression levels were quantified as Fragments Per Kilobase Million (FPKM) and then Log_2_–transformed as A value. The significant different expression genes were identified as absolute fold change of A value > 1.5 and Padj (adjust *p*) value < 0.05 between two groups. Finally, the volcano map showed 235 up genes and 129 down genes with significant difference. (**C**) Go pathways with Padj value < 0.05 were showed here between T24 DDP group and T24 PBS group. (**D**) Gene set enrichment analysis (GSEA) in: Interferon α, β signaling (*p* < 0.001), cytokines and inflammatory response (*p* < 0.001) and cytosolic DNA sensing pathway (*p* < 0.002). (**E**) Relative transcription levels of genes expression involved in IRF3 and NF-κB signal pathway or targeting genes in T24 DDP group and T24 PBS group. Gene expressions were normalized by R software from −1.5 to 1.5 (Low to high, blue to red).

**Figure 2:**
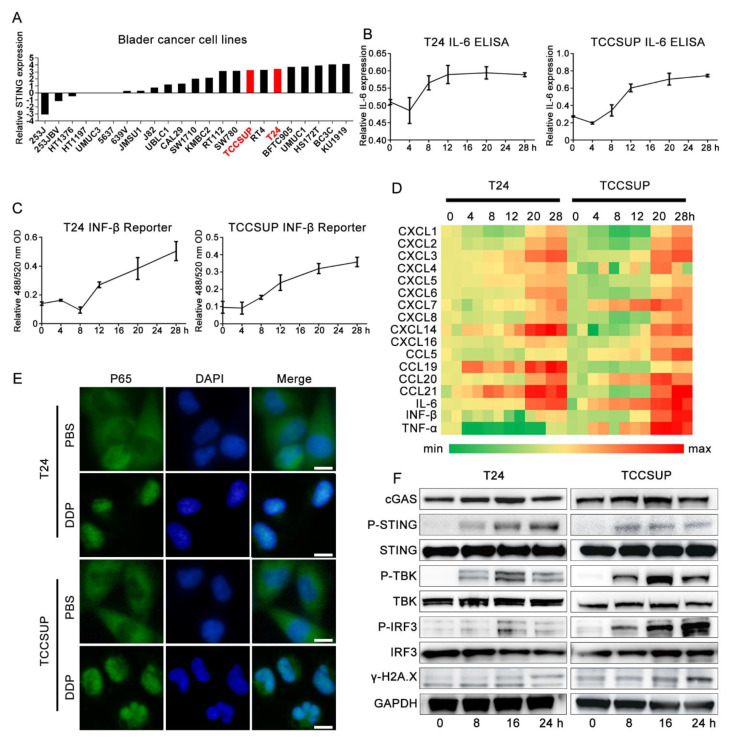
Immune effect of cisplatin in bladder cancer is related to the activation of cGASSTING pathway. (**A**) Basic transcription levels of STING in bladder cancer cell line on CCLE database. (**B**–**D**) T24 and TCCSUP cell lines were treated with 2 μg/mL cisplatin for 0 h (control group), 4 h, 8 h, 12 h, 20 h, 28 h at standard condition, respectively. (**B**) ELISA analysis of IL-6 secretion in supernatants in cisplatin treated T24 and TCCSUP cell lines and corresponding control groups for different time points. (**C**) IFN Bio-assay in cisplatin treated T24 and TCCSUP cell lines and corresponding control groups for different time points. (**D**) qRT-PCR analysis of cytokines and chemokines expression in cisplatin treated T24 and TCCSUP cell lines and corresponding control groups for different time points. Shown are genes induced at least two repeats. (**E**) Immunofluorescence assay showed subcellular distribution of p65 in T24 and TCCSUP cell lines treated with 2 μg/mL cisplatin or PBS for 24 h. Scale bar represent 5 μm. (**F**) Western blotting results of key proteins involved in cGAS-STING pathway in T24 and TCCSUP cell lines treated with 2 μg/mL cisplatin for 0 h, 4 h, 8 h, 12 h, 24 h, respectively. GAPDH was used as control protein.

**Figure 3:**
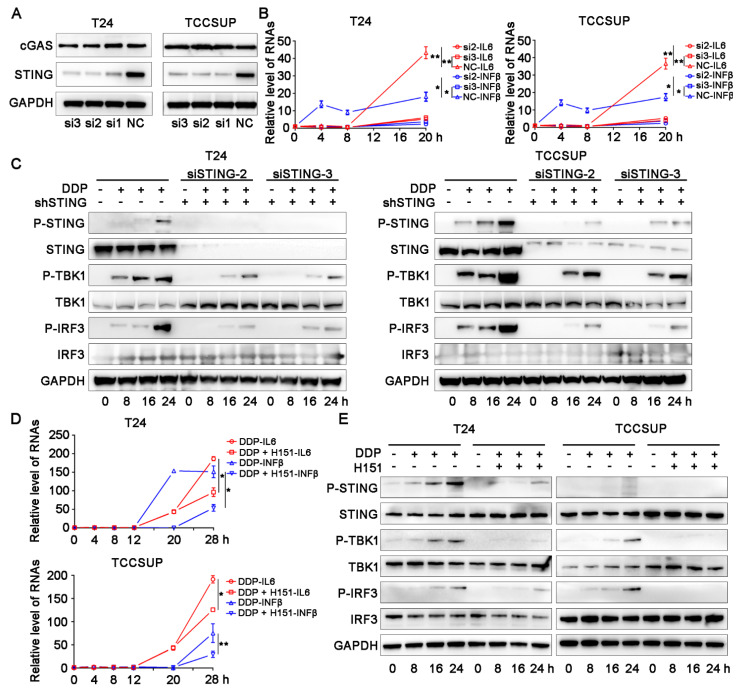
STING targeting siRNAs and STING specific inhibitor H151 significantly reversed cisplatin related immune effects. (**A**) Knockdown efficiency validation of STING in T24 and TCCSUP cell lines. GAPDH was used as control protein. (**B**) T24 and TCCSUP cell lines were treated with non-targeting (Scramble, Scr) or two STING-targeting siRNA (si2 and si3) for 48 h before treatment with 2 μg/mL cisplatin for 0 h, 4 h, 8 h, 12 h, 16 h, 20 h, respectively. IFN-β mRNA and IL-6 mRNA were then analyzed by qRT-PCR. (**C**) Western blotting results of key proteins involved in cGAS-STING pathway in T24 and TCCSUP cell lines treated with non-targeting (Scramble, Scr) or two STING-targeting siRNA (si2 and si3) for 48 h before treatment with 2 μg/mL cisplatin for 0 h, 8 h, 16 h, 24 h, respectively. GAPDH was used as control protein. (**D**) T24 and TCCSUP cell lines were co-treated with DMSO or H151 and 2 μg/mL cisplatin for 0 h, 4 h, 8 h, 12 h, 20 h, 28 h, respectively. IFN-β mRNA and IL-6 mRNA were then analyzed by qRT-PCR. (**E**) Western blotting results of key proteins involved in cGAS-STING pathway T24 and TCCSUP cell lines co-treated with DMSO or H151 and 2 μg/mL cisplatin for 0 h, 8 h, 16 h, 24 h, respectively. GAPDH was used as control protein. * *p* < 0.05, ** *p* < 0.01.

**Figure 4:**
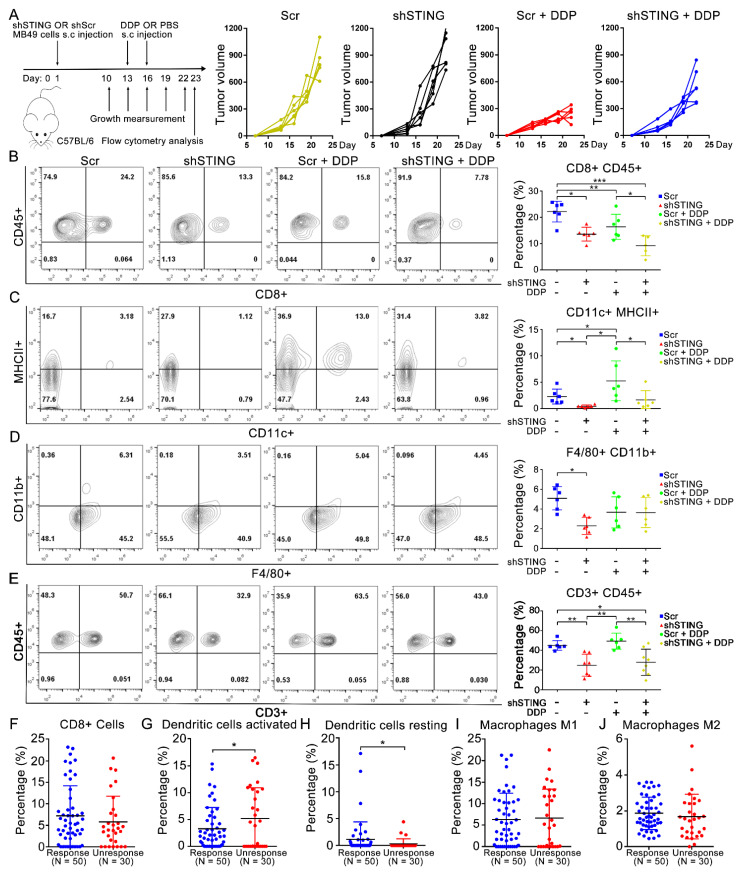
Activation of cGAS-STING suppressed bladder cancer in cisplatin-treated C57 mice. (**A**) Establish of bladder cancer transplantation models in C57 mice, left. Tumor volumes of different groups, right. (**B**–**E**) Infiltration percentages of (**B**) CD8+, CD45+ T cells, (**C**) CD11b+, MHCⅡ+ DCs, (**D**) F4/80+, CD11c+ Macrophage, (**E**) CD3+, CD45+ cells in MB49 transplantation tumors. (**F**–**J**) CYBERSORT predicted infiltration percentages of CD8+ T cells (**F**), DCs activated cells (**G**), DCs resting cells (**H**), Macrophages M1 cells (**I**), and Macrophages M2 cells (**J**) in response group (*n* = 50, CR or PR) was significantly higher than non-response group (*n* = 30, PD or SD) after cisplatin-based chemotherapy. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. DDP, cisplatin.

**Figure 5:**
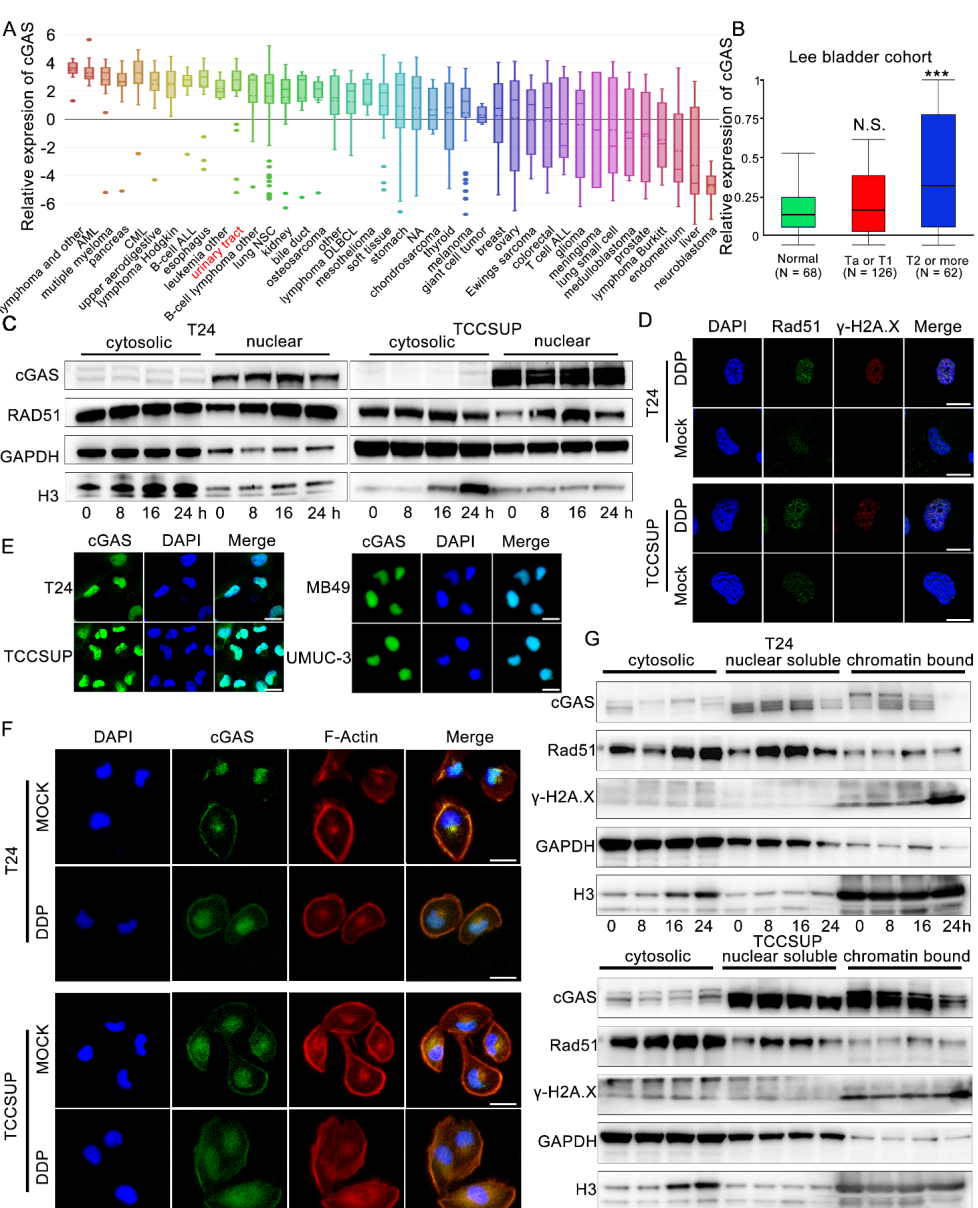
Cisplatin induced dsDNA and the releasing of chromatin bound cGAS may function as an important role in enhancing STING signal. (**A**) Basic transcription levels of cGAS in bladder cancer cell line on CCLE database. (**B**) Relative transcriptional expression of cGAS in different T stages (Normal N = 68, Ta or T1 N = 126, and T2 or more N = 62) in Lee bladder cohort. (**C**) Western blotting of subcellular distribution of cGAS, Rad51 GAPDH, and Histone H3 proteins. GAPDH was used as cytosolic control protein, and histone H3 was used as nuclear control proteins. T24 and TCCSUP cell treated with 2 μg/mL cisplatin or PBS at 0 h, 8 h, 16 h, 24 h time points. (**D**) Immunofluorescence of expression and distribution of Rad51 and γ-H2A.X proteins in T24 and TCCSUP cell lines treated with μg/mL cisplatin or PBS for 24 h. DDP, cisplatin. Scale bars represent 10 μm. (**E**) Immunofluorescence of cGAS subcellular distribution of T24, TCCSUP, MB49 and UMUC-3 cell lines. Scale bars represent 5 μm. (**F**) Immunofluorescence of cGAS subcellular distribution of T24 and TCCSUP cell lines treated with 2 μg/mL cisplatin or PBS. Scale bars represent 5 μm. (**G**) Western blotting of subcellular distribution of cGAS, Rad51, γ-H2A.X, GAPDH and Histone H3 proteins. GAPDH was used as cytosolic and nuclear soluble control protein, and Histone H3 was used as chromatin bound control proteins. T24 and TCCSUP cells were treated with 2 μg/mL cisplatin or PBS at 0 h, 8 h, 16 h, 24 h time points. DDP, cisplatin, N.S., *p* > 0.05, *** *p* < 0.001.

## Data Availability

The RNA-seq data generated in this study is available in GEO under accession number GSE165767. Other data that supports the findings of this study are available from the corresponding author upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11193011/s1. Figure S1. Expression of STING did not affect proliferation of T24, TCCSUP, and MB49 cell lines in vitro; Figure S2. Expression of STING did not affect proliferation and cisplatin sensitivity of MB49 cell lines; Table S1. The sequences of msSTING and siSTING and specific primers; Table S2. The sequencing coverage and quality statistics for each sample.

How the deposited data were processed for this re-analysis (not part of the article)

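RNA from T24 bladder cancer cells treated with cisplatin (3 samples) or PBS (3 samples) for 24 h was sequenced by the authors from strand-specific libraries. The authors deposited the count of reads on each gene in each sample, as whole numbers without normalization, and the FPKM of each gene, which their methods name as the measure of expression before a log2 transformation. The paper's text and the sample labels do not state the aligner, the counting program, whether the counting used strand, or the program for differential expression. The statistics section names Student's t-test and one-way ANOVA for the whole paper, without the test for RNA-seq. The authors' gene list held 58735 genes, all with the identifiers, symbols and coordinates of GENCODE release 29 on GRCh38. The FPKM that the authors deposited equalled the count divided by gene length and total count times 1 factor per sample, so both kinds of values hold the same reads. Samples were not pooled, and all 6 were used. Samples were grouped by treatment as the labels and the paper give it. The dose of 2 μg/mL is the paper's and 1 μg/mL is that of the labels.

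The counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, robust quasi-likelihood fit and test, Benjamini-Hochberg adjustment), comparing 3 cisplatin samples with 3 PBS samples without covariates. The filter left 15403 of the 31872 genes with at least 1 count. Genes past the threshold had an absolute log2 fold change above 1.5 and an adjusted p under 0.05, as in the paper's results. The paper's methods give the criterion as an absolute fold change above 1.5 of the A value, the log2-transformed FPKM, and this reading was run as an alternative. Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of the test's F statistic. Gene lists were written from general knowledge or from the paper's figures before the data were examined and were tested with cameraPR of limma 3.58.1 on signed z values, with an inter-gene correlation of 0.01. They are not the sets of GO, KEGG, Reactome or WikiPathways, which were not used here. Gene families were defined by symbol and tested with Fisher's exact test against all genes tested. Other settings used DESeq2 1.42.0, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other filters, other scaling, the replicate number as a block, fgsea 1.28.0, and fits that left out each sample in turn. The pairing by replicate number comes from the numbers in the sample labels, which the paper does not describe as paired. The sharing of reads between genes was checked from the annotation, as exonic overlap and as 50-base stretches of the longest transcript found in transcripts of other genes.

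Genes named in the text were all genes of Figures 1E and 2D, the genes that the paper's text names, and the 5 largest increases and 5 largest decreases in log2 fold change among genes past the threshold with a mean of at least 100 counts and no overlap between the groups. Genes named outside this rule are said to have been chosen after their values were seen. Total counts lay between 16174409 and 18536743 per sample, and 3 counts were taken as the smallest detectable level. A fold against a group at or under this floor is given as a lower bound. Gene lists can share genes with each other. Some genes and 1 of the gene lists are not reported here.

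The scripts were tested on simulated counts drawn for 14870 unchanged and 200 changed genes. The test recovered 98.5% of the changed genes, called 13 of the unchanged genes and placed 0 of these past the fold threshold. Of 200 random gene lists, 0% had a p under 0.05 from cameraPR. These lists were drawn from the unchanged genes only, and each gene was simulated independently of the others. The 0% therefore does not show how often a list of co-regulated genes would pass by chance.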

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

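The tests of shared reads for IL1RL1 and SERPINB2 and those of the noncoding genes were chosen after those results were seen. For gene length, the test of GC content was also chosen after the relation was seen.

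IL1RL1, which encodes a receptor of the interleukin-1 family and which the paper does not discuss, had the largest increase among genes with a mean of at least 100 counts, a log2 fold change of 6.21 (standard error 0.21, adjusted p = 2.2e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 4, 2 and 9 counts in the PBS samples and 402, 377 and 364 in the cisplatin samples, higher in 3 of 3. SERPINB2, also not discussed by the paper, had a log2 fold change of 5.13 (standard error 0.06, adjusted p = 3.5e-35), from 752 counts over the PBS samples to 26501 over the cisplatin samples, higher in 3 of 3. Both were singled out as increases in genes outside those the paper discusses. Reads shared with near-identical copies were tested as an explanation. Of the 50-base stretches of the longest transcript, 0% for IL1RL1 and 23.7% for SERPINB2 occur in transcripts of another gene, so most of each transcript is not shared. Exons of other genes on the same strand, chiefly SERPINB10, overlap 19.9% of the exonic bases of SERPINB2. Its shared stretches therefore need not come from a copy elsewhere in the genome. The increase of IL1RL1 lay between 2.17 and 6.95 over the alternative settings and the fits without each sample, the lowest on the log2(FPKM + 1) scale, and that of SERPINB2 between 4.87 and 5.24. With a sample left out, the log2 fold change lay between 5.83 and 6.95 for IL1RL1 and between 5.10 and 5.19 for SERPINB2. With library size only it was 6.32 for IL1RL1 and 5.24 for SERPINB2. These values argue against a single sample or the scaling as the source of either rise. A response to cisplatin is a candidate explanation for both. Technical explanations other than shared reads, single samples and the settings tried were not tested for these genes.

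Genes other than protein-coding ones made up 278 of the upregulated and 104 of the downregulated genes past the threshold, and the paper does not discuss them. Among them were 83 upregulated and 18 downregulated antisense genes. Their calls are uncertain, as the counts behave as if strand was not used (genes wholly inside exons of the opposite strand had no counts). Of 2853 genes of these classes that could be matched on span and expression, 9.74% rose past the threshold. Among protein-coding genes matched on span and mean expression, 16.4% did (median of 1000 draws), and 100% of the draws had a share as high as that of the noncoding genes. These shares do not test the balance of rises and falls. Of the noncoding genes past the threshold, 72.8% rose, against 74.4% of the matched protein-coding genes (median of the draws), and 81.3% of the draws were as high. The percent rising less the percent falling was 6.10 in the noncoding genes and 10.8 in the matched genes, and 100% of the draws were as high by this measure. The log2 fold changes of 1859 such genes and of the overlapping or nearest protein-coding gene within 5 kb were correlated across genes, with Spearman's rho of 0.288. The excess of upregulated noncoding genes is thus no larger than that of protein-coding genes of like span and expression. Within the noncoding genes themselves the log2 fold change did not fall with span, so a rise of short genes is not shown to be the reason. In the 801 noncoding genes with no protein-coding gene overlapping or within 5 kb, 84 rose and 31 fell past the threshold, or 73.0% rising (two-sided exact binomial test, p = 8.0e-07, across genes, which are not independent). Reads of protein-coding genes within 5 kb were ruled out there by the choice of genes, so the excess does not need them, but noncoding neighbours and genes farther away were not tested. In the 2052 noncoding genes with a protein-coding gene overlapping or within 5 kb, 194 rose and 73 fell, or 72.7% rising. The excess was thus no larger with such a neighbour than without one. In these genes it still cannot be told apart from reads of the neighbour.

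Of the 708 genes downregulated past the threshold, 65.0% spanned over 100 kb, against 4.45% of the upregulated genes and 16.4% of all genes tested. The paper does not discuss gene length. The median span was 181780 bp in the downregulated genes and 10880 bp in the upregulated genes. Across the 15403 genes tested, which are not independent replicates, Spearman's rho of genomic span and log2 fold change was -0.295 (permutation p = 1.0e-04, the smallest that 10000 permutations can give). A length bias of the counts would act through the exonic length, and the relation was weaker there, with a rho of -0.197. With exonic length held constant, the partial rho of span was -0.223, and with span held constant that of exonic length was 0.0106. GC content of the transcripts, known for 15397 of the genes, left a partial rho of -0.292, and mean expression one of -0.287. The rho was -0.374 within protein-coding genes and 0.0373 within the other genes. The median log2 fold change was -0.83 in the 1541 genes of the longest decile (over 144887 bp) and between 0.03 and 0.24 in the 5 shortest deciles. Exonic length, GC content and expression were each tested and none by itself accounts for the relation. A candidate explanation is that platinum adducts stop transcription along long genes. It remains a hypothesis, since RNA levels at a single time point do not show where transcription stops.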

How the results depend on the processing

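All alternatives, the gene lists and the comparisons of gene length and of the NF-κB and interferon lists were set before the data were examined, except the cytosolic DNA sensing list without genes of Figure 1E. The count of gene lists over other splits of the samples and that of genes at any fold were added after. The numbers of genes past the fold threshold moved by more than 1.5 times under several of them. Against 853 upregulated and 708 downregulated genes, there were 1549 upregulated and 1071 downregulated genes when all genes with at least 1 count were tested, 427 upregulated and 454 downregulated with at least 10 counts in every sample, 480 upregulated and 366 downregulated with a mean FPKM of at least 1, and 220 upregulated and 127 downregulated with limma on log2(FPKM + 1). A test against a log2 fold change of 1.5 itself (glmTreat) gave 436 upregulated and 383 downregulated, a ratio of the groups' mean log2(FPKM + 1) past 1.5 gave 1532 upregulated and 1437 downregulated, a linear fold change of 1.5 gave 3249 upregulated and 2900 downregulated, and a log2 fold change beyond 1 gave 1757 upregulated and 1506 downregulated. Of the 347 genes on the log2(FPKM + 1) scale, 346 were among the 1561, and of the 2620 without a filter, 1538 were. All other settings stayed within 1.5 times. DESeq2 gave 1188 upregulated and 861 downregulated and the replicate block 853 upregulated and 710 downregulated. Leaving out each sample in turn gave from 842 to 894 upregulated and from 704 to 736 downregulated genes. The numbers of genes at any fold stayed within 1.5 times, from 5259 to 5460 higher and from 5355 to 5495 lower genes with a sample left out. Scaling to library size only, without a composition factor, gave 6491 higher and 4717 lower genes at any fold (57.9% higher, against 49.9%). It raised the median log2 fold change of all genes by 0.113, and no setting moved the share of upregulated among all genes past the threshold by more than 8.76 percentage points.

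All 10 gene lists kept their direction under every alternative and with each sample left out. The lists for the DNA damage response (median 0.19) and apoptosis regulators (median 0.39) lost an adjusted p under 0.05 with an inter-gene correlation of 0.05 (adjusted p = 0.106 and 0.0507). Over their alternatives the adjusted p lay between 9.0e-05 and 0.106 for the former and between 1.2e-05 and 0.0507 for the latter. The medians of the other lists kept their adjusted p under 0.05. The odds ratio of growth factors among downregulated genes, 1.56, was 0.905 with at least 10 counts in every sample and 0 with limma on log2(FPKM + 1), where none was called, and from 1.51 to 2.15 with a sample left out. It was highest among the other settings with library size only, at 1.87. That of cytokines among downregulated genes, 0.560, was 1.38 with a mean FPKM of at least 1 and 0 with limma on log2(FPKM + 1), where none was called. It was from 0.538 to 1.16 with a sample left out (1.16 without PBS replicate 1 and 1.11 without cisplatin replicate 2). Neither odds ratio could be told apart from 1 under the alternatives, with adjusted p from 0.176 to 1.00 for growth factors and from 0.527 to 1.00 for cytokines, the fits without each sample included. The cause of these changes was not tested. The difference between NF-κB and interferon lists lay between 0.62 and 0.81, and Spearman's rho of gene span and log2 fold change between -0.374 and -0.184, over their alternatives and the fits without each sample. With the replicate number as a block, the rho was -0.295 and the difference 0.68.

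Of 65 named genes, 61 kept their direction and their side of an adjusted p of 0.05 in every fit that tested them. Some settings did not test every gene, such as NEGR1, tested in 8 of the 10 alternatives. IFIT1, which did not differ at -0.03, was 0.0791 with library size only (adjusted p = 0.266, and 0.185 to 0.991 over its alternatives and the fits without each sample) and from -0.104 to 0.00450 with a sample left out, positive without PBS replicate 3 and without cisplatin replicate 1. CXCL16, RSAD2 and TBK1 moved past or back over the threshold in 4 weaker and 3 stronger fits. The depth limits the genes with few reads. At 16174409 to 18536743 counts per sample, a gene with at most 3 counts in each sample cannot be shown to change, which holds for IFNB1, CXCL14, PF4, CXCL5, PPBP, CCL19 and CCL21.

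The 6 samples can be split into groups of 3 in 10 ways, of which 4 part all same-numbered samples, the real split included. The other 6 splits part 1 such pair. Among the 4, the real split alone gave as many genes past the threshold (1 of 4 splits), as many genes at any fold (1 of 4) and as many gene lists with an adjusted p under 0.05 (1 of 4). With 4 splits no share under 0.05 is possible, so the results cannot be told apart from a chance split by this count alone. The 9 splits other than the real one each gave 0 genes with an adjusted p under 0.05 and from 30 to 88 with an unadjusted p under 0.05. They mix both treatments in each group, but each group still holds more samples of one treatment. From 5 to 9 of the 10 gene lists had an adjusted p under 0.05 in them, against 10 in the real split.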

Differences from the paper's values

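The paper reports 235 upregulated genes at an absolute log2 fold change above 1.5 and an adjusted p under 0.05, and 853 were found here. It reports 129 downregulated genes, and 708 were found here. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) was the only one under which both numbers fell within 1.5 times the paper's, with 220 upregulated and 127 downregulated genes. None of the others closed the gap for either number. The paper's methods state the criterion as a fold change of the log2-transformed FPKM, and a ratio of the groups' mean log2(FPKM + 1) past 1.5 gave 1532 upregulated and 1437 downregulated genes. The nearest of the other alternatives were the filter of at least 10 counts in every sample, with 427 upregulated genes, and the filter on mean FPKM, with 366 downregulated genes. Settings that changed the fold threshold gave from 436 to 3249 upregulated and from 383 to 2900 downregulated genes, and the fits that each left out a sample gave at least 842 and 704.

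Figure 1E draws BIRC1 (NAIP) higher in the cisplatin-treated group. Its counts here were 28 over the PBS samples and 10 over the cisplatin samples, with a log2 fold change of -1.48 in the setting that tested all genes with at least 1 count (adjusted p = 0.0497) and -1.50 with DESeq2 (adjusted p = 0.142). The paper states that IRF3-related genes were higher. IFIT1 had a log2 fold change of -0.03 (adjusted p = 0.636, and 0.185 to 0.991 over the alternatives and the fits without each sample), and no setting called it higher. RSAD2 had 0.57 (adjusted p = 0.0952, and 0.00827 to 0.472 over the alternatives and the fits without each sample), and was called higher with library size only and without PBS replicate 2. LY96, LCK and CXCL10, which the figure draws as higher, had too few counts for edgeR's filter. With all genes with at least 1 count they were called higher (adjusted p = 0.00101, 0.0109 and 0.00331), as they were with DESeq2 (adjusted p = 0.00795, 0.0376 and 0.0205). The name read in the figure as TOMD3 matched no gene. Figure 1C places growth factor activity on the side of the control group. In the family of growth factors defined here by symbol, which is not the GO term, 9 genes were upregulated and 3 were downregulated past the threshold.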

Other observations

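The tests of list medians against random lists and of the regression on span were chosen after the patterns they bear on were seen.

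In the lists outside Figure 1E, NF-κB target genes rose more than interferon-stimulated genes. The median log2 fold change of NF-κB targets outside Figure 1E exceeded that of interferon-stimulated genes outside Figure 1E by 0.67 (two-sided permutation test over 100000 resamples, p = 6.3e-04). Genes are not independent replicates, so this describes the lists. After regression of log2 fold change on gene span and mean expression the difference was 0.72 (permutation p = 9.8e-04), so the general rise of short genes does not account for it. The rise of each list was also set against 10000 random lists matched on mean expression and on gene span or GC content. For the NF-κB targets, 0% of the span-matched and 0% of the GC-matched lists had a median as high, for the interferon-stimulated genes 0% and 0%, and for the cytosolic DNA sensing genes 0.03% and 0%. The cytosolic DNA sensing list shared 11 genes with Figure 1E, and the comparison with matched lists was not run without them. Its median was 0.46 with these genes and 0.19 without them. Many of its genes are subunits of RNA polymerases, and the list was not tested without those either. All listed genes that were tested had a GC content. The lists of Figure 1E do not test this difference, as the IRF3 list there also holds RELA, IL6 and IL1B and is not a list of interferon-stimulated genes. Their medians were 0.85 for the NF-κB genes and 0.85 for the IRF3 genes, with 11 of 27 and 3 of 16 genes past the threshold. CXCL1, CXCL3, CXCL6, CCL20 and TNF of the NF-κB list and CCL5 of the interferon list are also in Figure 2D. The difference was not computed without them. It describes the lists outside Figure 1E, which were written by hand, and a stronger NF-κB than interferon response at 24 h remains a hypothesis.

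Several genes of the paper's other experiments were measured in these samples. The paper reports higher transcript levels of IFN-β by qPCR (Figure 2D). IFNB1 had 4 counts over the 3 cisplatin samples and 0 over the PBS samples, and CXCL14 had 1 and 0. IFNL1, an interferon chosen after its values were seen, had 2, 0 and 0 counts in the PBS samples and 20, 15 and 5 in the cisplatin samples, at least 4.38-fold higher when set against the floor of 3 counts. CD274, the gene of PD-L1, rose by a log2 fold change of 1.98 (standard error 0.05, adjusted p = 7.0e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and H2AFX, the gene of H2A.X, by 0.19 (standard error 0.04, adjusted p = 2.8e-04), each higher in 3 of 3 samples. GAPDH fell, with a log2 fold change of -0.62 (standard error 0.04, adjusted p = 2.9e-14), lower in 3 of 3 samples, and lay between -0.65 and -0.50 over the alternatives and the fits without each sample, library size only included. Its longest transcript shares 13.8% of the 50-base stretches with other transcripts, so part of its reads could be split between genes. The paper's qPCR used GAPDH as the control. A fall of GAPDH would raise the relative levels that such a qPCR gives after cisplatin. EEF1A1, chosen after its values were seen, took 1.66%, 1.63% and 1.61% of the counts of the PBS samples and 0.896%, 0.908% and 0.854% of those of the cisplatin samples. It shares 29.3% of its 50-base stretches with other transcripts, so the same limit holds for its reads.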
